A study of Schizosaccharomyces pombe with 20 samples. Its data were reported in "Leo1 is essential for the dynamic regulation of heterochromatin and gene expression during cellular quiescence" (2019).

How the data were processed

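The study measured transcripts by RNA sequencing in wild-type and leo1Δ cells of Schizosaccharomyces pombe, both of the mat1-M smt-0 mating type. Cells were grown in a minimal glutamate medium and moved to the same medium without nitrogen, which brings them into quiescence. They were sampled at 0, 8, 24 and 48 h and at 2 weeks, with 2 libraries per genotype and time (20 libraries, 10 groups, taken from the sample labels). Ribosomal RNA was removed from total RNA before libraries were made with the ScriptSeq kit and read as 50-base single ends on an Illumina HiSeq instrument.

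The authors aligned the reads with Bowtie2 at default settings to assembly ASM294v2, with its matching gene annotation from PomBase. Reads were counted per gene with featureCounts and compared with edgeR, per the submitters' processing notes and the study. Versions, the use of strand, the treatment of reads with several matches, and the scaling behind the gene comparisons are not given in the sources used here. The study scaled aligned data by the number of reads, in a passage that describes signal along the genome, and whether this applied to gene counts is not stated there. Without a stated use of strand, reads of overlapping or antisense genes cannot be told apart. Duplicate removal is described in the study for signal along the genome, and whether it applied to gene counts is not given in the sources used here.

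The deposited table gives, for each gene and each of 5 contrasts of leo1Δ with wild type, a log2 fold change, a likelihood ratio score, a p-value and an FDR, all computed by the authors with edgeR. Its mean expression per gene is a log2 CPM averaged over libraries by the authors, and its gene length in bases, another deposited column, is as their annotation gave it. The deposited p-values equal the upper chi-square tail of the likelihood ratio within 7.66e-15, with 3 ratios below 0 taken as 0. Genes of very low expression had been removed by the authors before the comparison, at a level not given in the sources used here. Of its 5008 entries, 1 names no gene, holds 10.4% of the counts by its mean log2 CPM, was called at no time and was left out, which left 5007 genes. No column was mapped to a library or group, so values per library were not analysed here, the depth of each library is unknown, and no standard deviation or sampling interval is given. Courses of each genotype against its own T0 were not analysed here.

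The design fixed before the data were examined foresaw this case, and used the deposited log2 fold changes and FDR values at a threshold of 0.05 with no new test per gene. Since the values come from duplicates, the precision of a single fold change is limited. The FDR of the authors rests on the chi-square tail of the likelihood ratio. How far it covers the uncertainty of a spread estimated from duplicates was not tested.

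Gene symbols, products, GC content and distances to chromosome ends were taken from assembly ASM294v3, which is not the assembly of the authors (ASM294v2). It was therefore used only for names, products, sequence content and for which genes lie within a window of an end, and no coordinates are given. Of the genes, 4978 matched this annotation by identifier and 29 did not, 11 of them encoded in the mitochondrial genome. For each gene the percentage of its 50-base windows found more than once in the genome was computed, and 70 genes had 10% or more.

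Genes called lower or higher within 80 kb of the ends of chromosomes I and II, and of chromosome III, were compared with all other tested genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 10 tests per direction. This test takes genes as independent. Neighbours near the same end can change together, so its p-values can be too small. Gene lists, 22 in number, were written before the data were examined, and 21 had 3 or more measured genes, which gave 105 tests of a list in a contrast. The list of Tf2 retrotransposons had no measured gene. The median log2 fold change of a list was set against 10000 random lists of the same size matched on mean expression in 10 bins, two-sided, with Benjamini-Hochberg adjustment over the lists of a contrast. The smallest p these random lists can give is 0.0002. The share of members called lower or higher was also compared with all other genes by Fisher's exact test, two-sided, with the same adjustment. A list is said to be called, to rise or to fall by its median alone. An estimated correlation between the genes of a list needs values per library and was not used here, so genes that vary together can make these p-values too small. Of genes matched by symbol, 12 were dropped from lists because their annotated product is another one. These were chosen after the data were seen, by product alone, and the lists with all matched genes kept are among the alternatives.

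A rule fixed before the data were examined selects 271 genes that the text can name. The text prints a part of them as examples, picked after their values were seen. The rule takes leo1 and the other Paf1C genes, loci that the study names, markers of mating type, the 10 called genes with the largest falls and the 10 with the largest rises at T24 and T48 (5 and 5 at T0, T8 and T2w), and up to 4 members of each list with the smallest p. SPBPB2B2.18, which the rule also names, was not analysed here. Of the genes called in both directions, those outside this rule were added after their values were seen.

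Differences of the leo1Δ effect between times were not to be tested under the fixed design. After the data were seen, an approximate test was added. It takes a standard error for each fold change as its size over the square root of its likelihood ratio where that ratio is 0.5 or more (elsewhere the gene's median over its other contrasts), and compares the 5 fold changes with a chi-square of 4 degrees of freedom, leaving out the lowest 25% of mean expression. A first version asked for such a standard error in at least 3 contrasts. It was run on the deposited values, where 86 of 2536 genes differed, before simulated data showed too many small p-values for it. Minimums of 1, 2 and 3 were then tried on simulated data, where 4.94%, 6.04% and 9.01% of unchanged genes had p below 0.05, and the minimum of 1 was used because of this. On the deposited values the minimums of 1, 2 and 3 gave 73, 81 and 86 genes.

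The scripts were tested on simulated counts for the 5007 genes, with 2 libraries against 2, an assumed 5000000 reads per library, a spread taken from the deposited values and treated as known, 200 genes changed at every time and 200 at T48 alone. For the T48 contrast, 67.2%, 97.0% and 100% of the genes changed at every time by 1, 2 and 3 on the log2 scale were called, and 5.12% of calls were false. The test between times, on 3622 genes, recovered 20.9%, 95.5% and 100% of the genes changed at T48 alone by 1, 2 and 3, with 2.70% of its calls false. Of 200 random lists of 30 genes, 3.5% had p below 0.05 at T48, and all 100 lists shifted by 0.5 were found. Genes were simulated independently and without trends in GC content or length. The rates therefore do not cover real lists, whose genes can vary together or follow such trends.

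Alternatives fixed beforehand were an FDR of 0.01, an absolute log2 fold change of at least 1, adjustment after leaving out the lowest 25% of mean expression or over all 5 contrasts together, windows of 20, 40 and 100 kb, fold changes centred on the median of all genes, lists without low genes or without genes near chromosome ends, and random lists without matching. Added after the data were seen were random lists also matched on GC content (5 bins of each), lists with all matched genes kept, and the ends without repeated genes or without the genes beside SPAC186.04c. Alternatives that need values per library (scaling, replicate block, leave-one-out, other tools) could not be run. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.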

Results

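Transcript levels were compared between wild-type and leo1Δ cells of the fission yeast Schizosaccharomyces pombe during entry into, and maintenance of, quiescence caused by nitrogen starvation. Leo1 is a subunit of the Paf1 complex (Paf1C), which travels with RNA polymerase II during transcription. RNA was taken from growing cells (T0) and 8 h (T8), 24 h (T24), 48 h (T48) and 2 weeks (T2w) after the shift to medium without nitrogen. Each of the 10 combinations of genotype and time was represented by 2 libraries, 20 in all. The study describes them as independent biological duplicates. The values analysed were the authors' own comparisons of leo1Δ with wild type at each of the 5 times, for 5007 genes, given as log2 fold changes with a false discovery rate (FDR). Values per library were not analysed here, so the depth of each library is unknown. No spread between duplicates is given beside a fold change. A gene is called higher or lower in leo1Δ where its FDR lay below 0.05.

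The deleted gene was examined first. For leo1, the authors' deposited table gave a log2 fold change of −2.38 at T0 (FDR 7.6e-11), −1.76 at T8, −1.96 at T24, −1.88 at T48 and −2.05 at T2w (FDR 2.19e-08), so that the transcript was called lower at all 5 times. By these values in the authors' deposited table, 19.2% of the wild-type signal remained at T0 and 29.5% at T8, the lowest and highest of the 5 times. The source of this remaining signal was not determined here. The other Paf1C genes paf1, cdc73, tpr1 and prf1 were not called at any time, and at T48 their log2 fold changes in the authors' deposited table lay at 0.32, 0.10, 0.19 and −0.13. Over the whole Paf1C list of 5 measured genes, 1 gene (leo1) was called lower at each time, both among all genes and when adjusted over the list alone. The median of that list, −0.09, 0.15, 0.35, 0.10 and 0.25 at the successive times, did not differ from random lists (adjusted p from 0.179 to 0.707).

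The number of genes called in leo1Δ was small in growing cells and largest at T48. From the authors' deposited table, 16 genes were called lower and 8 higher at T0, 67 lower and 5 higher at T8, 189 lower and 64 higher at T24, 411 lower and 279 higher at T48, and 115 lower and 60 higher at T2w. At least 1 time gave a call for 899 genes, of which 539 were lower at 1 or more times and 370 were higher. The genes lower at all 5 times were leo1, SPAC186.04c, SPAC186.05c, SPAC186.06 and SPBC359.01, and the gene higher at all 5 times was cta3, which encodes a P-type calcium transport ATPase. A fold change of at least 2 was reached by 258 of the genes called lower at T48 and by 67 of those called higher. The counts depended on the threshold used, and the T48 counts fell to 202 lower and 76 higher at an FDR of 0.01.

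**Figure D1:**
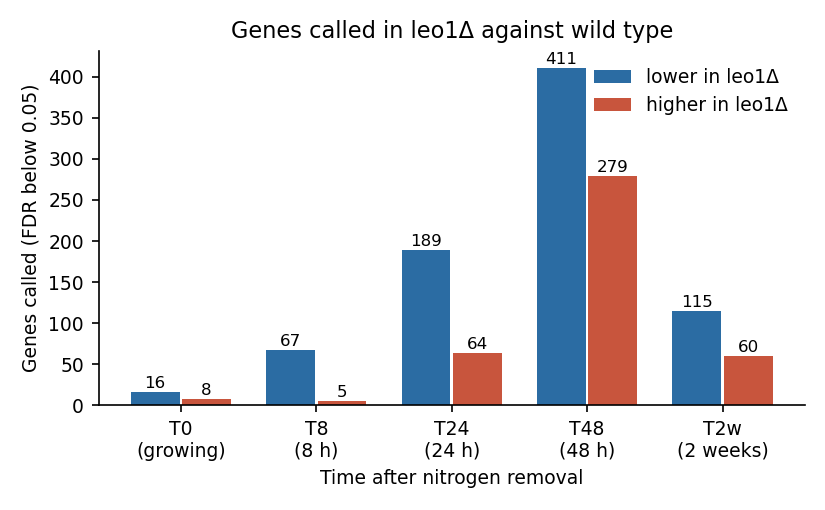
Number of genes called lower (blue) or higher (red) in leo1Δ than in wild type at an FDR below 0.05, at each of the 5 times after nitrogen removal, from 2 libraries per genotype and time. The counts rise from 16 lower and 8 higher at T0 to 411 lower and 279 higher at T48.

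In growing cells the comparison asked what Leo1 loss changes before starvation. The strongest falls lay in neighbouring genes near the right end of chromosome I. In the authors' deposited table, SPAC186.05c, which encodes a GDT1-like protein, had a log2 fold change of −4.99, FDR 1.63e-23, the predicted isomerase gene SPAC186.06 of −4.20, FDR 0.00477, SPAC186.04c of −3.64, FDR 0.0119, and the aldo/keto reductase gene SPAC750.01 of −3.45, FDR 0.00124. Of the last of these, 32.8% of the 50-base windows also occur elsewhere in the genome, so its value is less certain than the others. The arylsulfatase gene SPBPB10D8.02c (−3.02, FDR 6.44e-09) and genes of iron uptake, namely the multicopper oxidase gene fio1 (−1.40, FDR 0.000401) and the siderophore transporter gene str2 (−1.82, FDR 0.0325), were also lower in the authors' deposited table. Higher transcripts at T0 in the authors' deposited table were those of tgp1, a glycerophosphodiester transporter (2.42, FDR 3.6e-06), ecl3 (1.71, FDR 0.0246), cta3 (1.64, FDR 0.00687), the M-factor pheromone precursor gene mfm1 (1.47, FDR 0.00595), and SPCC417.16, annotated as a subunit of NADH:ubiquinone reductase (1.42, FDR 0.0431). Across genes, fold changes at T0 fell with GC content (Spearman −0.43 across genes, which are not independent replicates).

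At 8 h the question was what Leo1 loss changes on entry into starvation, and the calls were nearly all decreases. The largest in the authors' deposited table were those of mug103, a gene of meiotic expression (−6.80, FDR 0.00187), SPAC186.05c (−6.46, FDR 4.29e-38), SPAC186.04c (−5.15, FDR 1.95e-07), SPAC186.06 (−5.12, FDR 2.02e-18) and mug130 (−3.54, FDR 2.68e-05). The gene mug103 was called at no other time, with −0.47 at T24 in the authors' deposited table. The difference between times was not tested for it, since it lies in the lowest 25% of mean expression. Lower transcripts at T8 in the authors' deposited table also included the hexose transporter genes ght1 (−1.81, FDR 0.000311) and ght4 (−0.87, FDR 0.0381), the permease gene SPBC359.01 (−1.84, FDR 3.18e-07), and the metallothionein gene zym1 (−1.45, FDR 0.042). All 5 genes called higher at T8 in the authors' deposited table were cta3 (1.48, FDR 0.00755), vtc4 (1.21, FDR 0.00821) and vtc2 (1.12, FDR 0.0292), which take part in polyphosphate synthesis, SPBC1A4.04 (0.98, FDR 0.0483), and the heme biosynthesis gene hem2 (0.97, FDR 0.0365). With the lowest 25% of mean expression left out, 16 genes were called lower and 2 higher at T8.

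At 24 h the lists of hexose transporters, amino acid transporters and glycolysis genes were among those called lower by their median. For glycolysis the share of members called lower did not pass Fisher's exact test (adjusted p 0.411). In the authors' deposited table the 10 largest falls at T24 were SPAC186.05c (−8.53), SPAC186.04c (−7.86), SPAC186.06 (−5.05), SPBPB10D8.02c (−4.05), SPAC6C3.03c (−3.61), SPBC2A9.14 (−3.54), the cysteine transporter gene SPBPB10D8.01 (−3.32), mug125 (−3.29), the glyoxylase gene hsp3102 (−3.20) and the gluconate symporter gene ght3 (−2.93). Among lower transcripts with higher expression, pdc201, which encodes pyruvate decarboxylase, stood at −2.07, FDR 3.84e-05 in the authors' deposited table, and aat1, an amino acid permease gene, at −2.23, FDR 8.48e-11. Higher at T24 in the authors' deposited table were cta3 (1.98, FDR 1.35e-05), fsc1 (1.57, FDR 0.0256), the meiotic gene mcp7 (1.54, FDR 0.000724), SPAC17A2.07c (1.53), vtc4 (1.28, FDR 0.00142), vtc2 (1.25), SPAC17A2.14 (1.23), cwf5 (1.21), sec10 (1.20) and the cohesin gene rad21 (1.04, FDR 0.00249).

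At 48 h, the time with the most calls, 9 of the 21 gene lists were called lower by their median, hexose and amino acid transporters among them. By the same measure 4 were called higher, DNA repair and chromatin organisation among them. Deepest among the falls at T48 in the authors' deposited table were SPAC186.05c (−10.43), SPAC186.06 (−7.09), the phosphoglycerate mutase family gene SPBPB21E7.02c (−4.13), ght3 (−3.50), SPCC1235.17 (−3.48), SPCP20C8.02c (−3.45), SPBC359.01 (−3.14), SPBPB10D8.01 (−3.13), the alcohol dehydrogenase gene adh8 (−2.95) and the formaldehyde dehydrogenase gene fmd2 (−2.88, FDR 6.74e-15). The authors' deposited table gave higher values at T48 for SPBC460.04c (3.08, FDR 0.0439), SPBC6B1.03c (2.88, FDR 0.0224), mcp7 (2.35, FDR 1.15e-08), mug95 (2.01), ppr6 (1.71), mug10 (1.59), the SNARE gene sed5 (1.57), the spindle checkpoint gene mad2 (1.57, FDR 0.0192), atf21 (1.49) and hop1 (1.47). The last of these, hop1, encodes a synaptonemal complex-associated protein of meiosis. The first, SPBC460.04c, matched no gene of the reference annotation and stood at −4.98, FDR 0.26 at T8 in the authors' deposited table. Fold changes at T48 fell with GC content across genes (Spearman −0.36), and the fifth of genes with the highest GC content (median 40.4%) held 127 genes called lower and 11 called higher.

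After 2 weeks fewer genes were called, and none of the tested gene lists was called lower against random lists matched on mean expression. With matching also on GC content, 3 lists lay below the random lists at T2w, namely glycolysis (adjusted p 0.0346), cytosolic ribosomal proteins (0.0346) and wtf genes (0.0479). The medians of glycolysis and ribosomal proteins were above 0 (0.04 and 0.16), so these lists did not fall against wild type. The wtf median was −0.56. Falls in the authors' deposited table at T2w were led by SPAC186.05c (−7.72), SPAC922.09 (−6.31, FDR 1.36e-05), SPAC186.06 (−5.34), SPAC186.04c (−3.83) and SPCC1884.01 (−2.97). Rises at T2w in the authors' deposited table were led by SPBC460.04c (2.62, FDR 0.0485), cta3 (2.41, FDR 8.51e-08), SPAC977.15 (1.84, FDR 0.000774), the thiamine biosynthesis gene nmt1 (1.71, FDR 0.00319) and SPBPB10D8.02c (1.59, FDR 0.0371), which was lower at T0. The peptide transporter gene ptr2 was lower at T2w in the authors' deposited table (−1.98, FDR 5.28e-06), as was the siderophore transporter gene str3 (−1.48, FDR 0.000308), whereas hsp9 was higher (1.56, FDR 0.000501). At this time fold changes rose with GC content (Spearman 0.31 across genes). The study describes a loss of viability of leo1Δ cells late in quiescence, and the share of dead cells behind these libraries was not measured here.

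Genes called lower were compared with their position, the question being whether Leo1 loss acts near telomeres. Of the 45 genes within 80 kb of the ends of chromosomes I and II, 4 were called lower at T0, 11 at T8, 12 at T24, 19 at T48 and 11 at T2w. These shares, 8.89%, 24.4%, 26.7%, 42.2% and 24.4%, exceeded those of all other genes, 0.242%, 1.13%, 3.57%, 7.90% and 2.10%, at every time (Fisher's exact test, two-sided, adjusted p 1.92e-05 at T0, 7.47e-11 at T8, 1.43e-07 at T24, 2.59e-09 at T48 and 1.02e-08 at T2w). Neighbouring genes at an end are not independent, so these p-values can be too small. The 4 genes called at T0 were SPAC186.04c, SPAC186.05c, SPAC186.06 and SPAC750.01, and without them no gene within 80 kb was called lower at T0 (adjusted p 1). With the lowest 25% of mean expression left out, 0% of these genes were called at T0 (adjusted p 1) and 6.25% at T8 (adjusted p 0.132). The right end of chromosome I held 4 of its 12 genes called lower at each time, and the left end of chromosome II held 8 of its 13 genes at T48. Beyond the window, at 80 to 160 kb from the ends of chromosomes I and II, 3, 8, 26, 37 and 13 of 101 genes were called lower at the successive times. The T0 share there was 2.97%, against 0.223% beyond 640 kb. Near the ends of chromosome III, 43 genes were measured, of which 0, 0, 2, 10 and 1 were called lower at the successive times, and the share of 23.3% at T48 exceeded the 8.08% of other genes (adjusted p 0.00337). At T48 the shares at 80 to 160 kb and 160 to 320 kb on chromosome III were 14.5% and 15.7%. The ends of chromosome III were not compared with sets matched on GC content or mean expression. The text of the study reports no effect of the mutation at these ends. For T48, however, its supplementary counts hold more lower genes than expected at both of them. The text also dates the effect on chromosomes I and II from 8 h. Within 80 kb, the T0 calls here were the 4 genes named above. The supplementary counts of the study also hold lower genes near the right end of chromosome I at T0. No enrichment of genes called higher was found near either set of ends at any time (adjusted p 1 in each test).

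**Figure D2:**
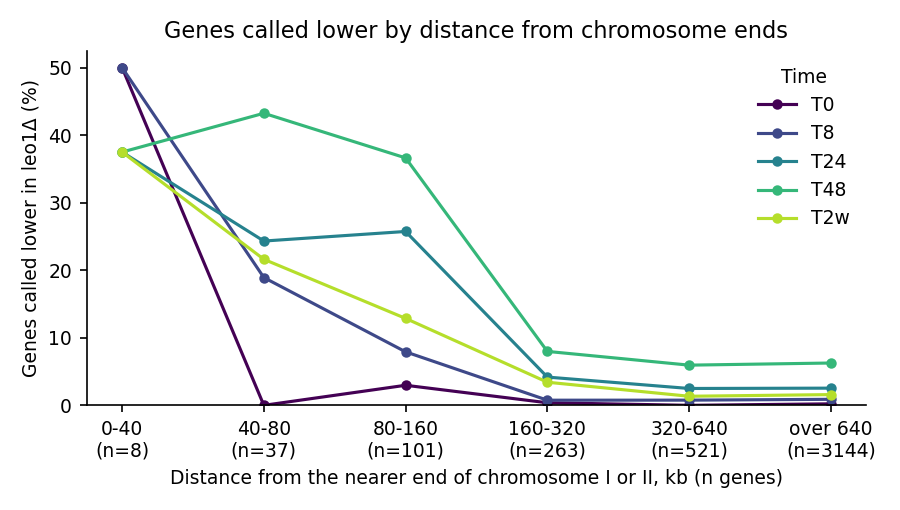
Percentage of genes called lower in leo1Δ (vertical axis) in bins of distance in kb from the nearer end of chromosome I or II (horizontal axis, with the number of genes in each bin), with a line for each time. At T48 the bins from 40 to 80 kb and from 80 to 160 kb reach 43.2% and 36.6%, against 6.27% beyond 640 kb. The nearest bin holds only 8 genes.

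Hexose transporters and amino acid transporters had the lowest list medians at T48. Of 8 hexose transporter genes, 0, 2, 5, 6 and 1 were called lower at the successive times (0, 2, 6, 7 and 4 adjusted over the list alone). The median log2 fold change of the list was −0.81, −1.35 and −1.45 at T8, T24 and T48 (adjusted p 0.00504, 0.0014 and 0.0012). The median did not pass at T0 (−0.50, adjusted p 0.0688) or T2w (−0.35, adjusted p 0.219). The share called lower passed Fisher's exact test at T24 (adjusted p 7.8e-05) and T48 (7.53e-05) but not at T8 (0.0985). Examples in the authors' deposited table at T48 were ght3 (−3.50, FDR 2.28e-09), ght5 (−1.94, FDR 1.14e-05), ght1 (−1.60, FDR 0.00067) and ght4 (−0.997, FDR 0.00206). The gene ght3 was kept in this list although its annotated product is a gluconate symporter. Parts of ght3 and ght5, 11.8% and 29.6% of their 50-base windows, also occur elsewhere in the genome. Of 23 genes in the list of amino acid and nitrogen transporters, 0, 1, 6, 11 and 1 were called lower at the successive times (0, 1, 8, 15 and 3 adjusted over the list alone). The gene bsu1 was called higher at T2w by either adjustment (1.14, FDR 0.0184 in the authors' deposited table). The list fell at T0 (median −0.36, adjusted p 0.0224), T8 (−0.47, 0.0014), T24 (−0.70, 0.00084) and T48 (−0.90, 0.00084), but not at T2w (0.20, adjusted p 0.736). By share called lower it passed Fisher's exact test at T24 (adjusted p 0.00158) and T48 (1.15e-05) but not at T8 (0.701). Among its members at T48 the authors' deposited table gave aat1 −2.41, FDR 3.07e-13, vba2 −1.92, FDR 2.46e-05, the basic amino acid transporter gene cat1 −1.35, FDR 0.000865, and ptr2 −1.34, FDR 0.00305. Both lists follow themes that the study found in these same samples, and their counts are not independent evidence of that direction. The 16 genes of iron, copper and zinc uptake held 2, 1, 5, 7 and 2 genes called lower (6, 2, 7, 7 and 3 adjusted over the list alone). None was called higher among all genes, while 2, 2 and 1 were at T0, T8 and T24 when adjusted over the list alone. Their medians were −0.52 (adjusted p 0.0028), −0.35 (0.024), −0.50 (0.0262), −0.76 (0.0014) and −0.10 (0.431). Fisher's exact test on the share called lower passed at T0, T24 and T48 (adjusted p 0.0235, 0.00158 and 0.000597), not at T8 (0.701). At T8 the mean of this list, 0.06, had the opposite sign to its median. The calls of this list at T24 and T48 ended without the lowest 25% of mean expression (adjusted p 0.113 at each). Members called lower at T48 in the authors' deposited table included the copper transporter gene ctr5 (−1.74, FDR 1.93e-05), the ferric-chelate reductase gene frp2 (−1.57, FDR 0.000284) and the zinc transporter gene zrt1 (−1.49, FDR 2.28e-05). Of 6 genes of the phosphate regulon, 1 (tgp1) was called higher at T0 and none lower at any time. Adjusted over the list alone, 1 was called higher at T0 and 2 at T8. The median was −0.12, 0.13, −0.09, −0.51 and 0.35 (adjusted p from 0.643 to 0.801).

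**Figure D3:**
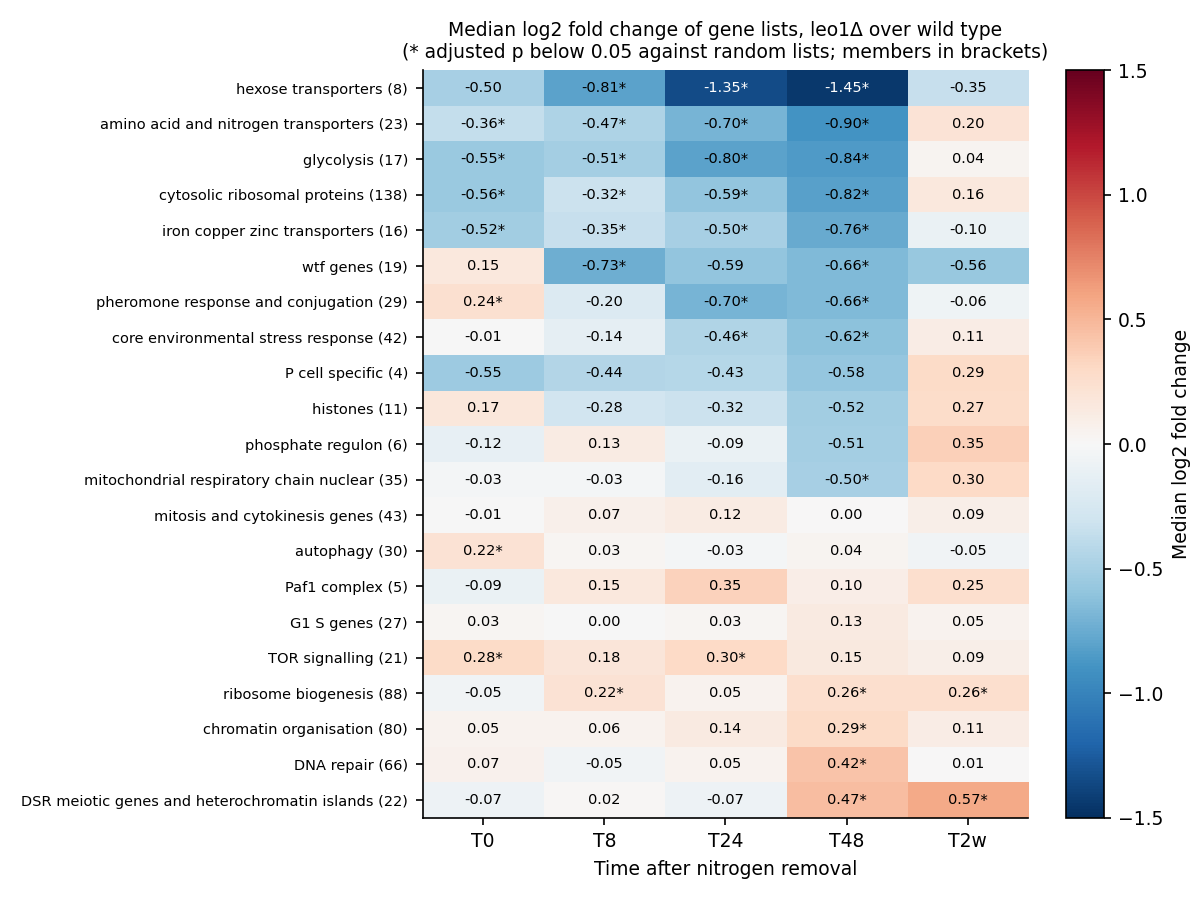
Median deposited log2 fold change of leo1Δ over wild type (colour and number) for 21 gene lists, each with its number of measured genes, at the 5 times. An asterisk marks an adjusted p below 0.05 against 10000 random lists matched on mean expression. The transporter, glycolysis and ribosomal protein lists are lowest at T48, with a median of −1.45 for hexose transporters, and the DNA repair and meiotic lists are highest there or at T2w.

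By their medians, the lists of glycolysis genes and of cytosolic ribosomal proteins fell at T0, T8, T24 and T48. The 17 glycolysis genes had medians of −0.55 (adjusted p 0.0486), −0.51 (0.0021), −0.80 (0.00084), −0.84 (0.0014) and 0.04 (0.219). This list held 0, 1, 2, 3 and 1 genes called lower (0, 2, 6, 3 and 1 adjusted over the list alone, with 1 higher there at T2w). That share passed Fisher's exact test at no time (adjusted p 0.701, 0.411 and 0.286 at T8, T24 and T48). With random lists also matched on GC content the call at T0 ended (adjusted p 0.118). At T2w the list median of 0.04 then lay below these random lists (adjusted p 0.0346). The T0 call also ended without the member near a chromosome end (adjusted p 0.0666). Examples in the authors' deposited table at T48 were the enolase gene eno102 (−1.99, FDR 3.16e-08), which lies within 80 kb of an end of chromosome II, and pdc201 (−1.79, FDR 0.000357). The 138 cytosolic ribosomal protein genes had medians of −0.56 (adjusted p 0.0028), −0.32 (0.0014), −0.59 (0.00084), −0.82 (0.00084) and 0.16 (0.987). At T2w this list lay above unmatched random lists (adjusted p 0.0252) and below those matched also on GC content (0.0346). Single calls were few, with 0, 0, 2, 19 and 0 genes called lower (0, 0, 0, 36 and 0 adjusted over the list alone). Their share passed Fisher's exact test at no time (adjusted p 0.411 at T24 and 0.0677 at T48). In the authors' deposited table the small subunit gene rps2601 stood at −1.36, FDR 0.00077 at T48 and the large subunit gene rpl802 at −1.33, FDR 0.0065. The 35 nuclear genes of the mitochondrial respiratory chain fell at T48 (median −0.50, adjusted p 0.0268, 2 called lower, 0 adjusted over the list alone). They gave −0.03, −0.03, −0.16 and 0.30 at the other times (adjusted p 0.734, 0.491, 0.179 and 0.191). For this list the share called lower at T48 did not pass Fisher's exact test. These groups moved at times when fold changes also followed GC content, mean expression or gene length. The Spearman correlation of fold change with mean expression was −0.19 at T0 and T48, 0.25 at T8, 0.24 at T24 and 0.39 at T2w. With gene length it was −0.10, 0.15, 0.23, 0.07 and 0.21 at the successive times. Random lists were not matched on gene length, so a part played by length was not tested.

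Pheromone genes as a list rose at T0 and fell at T24 and T48, and stress genes fell at T24 and T48. The 29 genes of pheromone response and conjugation rose at T0 (median 0.24, adjusted p 0.00315, 1 called higher, with 5 higher and 2 lower adjusted over the list alone). They did not pass the test at T8 (−0.20, 0.068), but did with matching also on GC content (adjusted p 0.0299). The list fell at T24 (−0.70, 0.00084, 6 called lower, with 11 lower and 1 higher adjusted over the list alone) and T48 (−0.66, 0.00252, 10 called lower, with 14 lower and 1 higher adjusted over the list alone). It had a median of −0.06 at T2w (adjusted p 0.286, with 1 gene, mfm3, called higher, 2 adjusted over the list alone). The share called lower passed Fisher's exact test at T24 and T48 (adjusted p 0.00322 and 0.00042). At T0 the share called higher did not (0.318). Conjugation is a theme the study found in these samples, so this list is not independent evidence either. The M-factor gene mfm3 stood at 1.86, FDR 0.0584 at T0, −1.62, FDR 2.69e-05 at T48 and 1.13, FDR 0.0309 at T2w in the authors' deposited table, and mam2, which encodes the receptor for P-factor, at −1.99, FDR 1.33e-05 at T48. Of mfm3, 14.6% of the 50-base windows occur elsewhere in the genome. The strains carry a fixed M mating type, so genes of P cells served as markers of another cell type, and none of the 4 measured was called at any time among all genes, while 2 were called lower at T48 when adjusted over the list alone (medians −0.55, −0.44, −0.43, −0.58 and 0.29, adjusted p from 0.166 to 0.645). The 42 genes of the core environmental stress response fell at T24 (median −0.46, adjusted p 0.00084) and T48 (−0.62, 0.0012), with 5 and 12 genes called lower (11 and 15 adjusted over the list alone) and 1 called higher at each, by either adjustment. They gave −0.01, −0.14 and 0.11 at T0, T8 and T2w (adjusted p 0.551, 0.0593 and 0.965). By share called lower, the stress genes passed Fisher's exact test at T48 (adjusted p 0.000476) but not at T24 (0.0836). The authors' deposited table listed among them at T48 the sugar alcohol dehydrogenase gene tms1 (−2.66, FDR 2.62e-20), the phosphatase gene pyp2 (−1.80, FDR 6.89e-06) and the small heat shock gene hsp16 (−0.999, FDR 0.000492), while cta3, another member, was higher at every time.

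The lists of DNA repair, chromatin organisation and ribosome biogenesis rose at 48 h. Of 66 DNA repair genes, 13 were called higher and 1 lower at T48 (18 and 3 adjusted over the list alone), with a median of 0.42 (adjusted p 0.00084). The medians were 0.07, −0.05, 0.05 and 0.01 at the other times (adjusted p 0.551, 0.489, 0.309 and 0.987). Examples in the authors' deposited table were the helicase genes rad8 (0.85, FDR 0.0049) and rqh1 (0.77, FDR 0.00528), the checkpoint kinase gene tel1 (0.98, FDR 0.00552) and the mismatch repair gene pms1 (0.86, FDR 0.00933). Of 80 chromatin organisation genes, 15 were called higher and none lower at T48 (16 and 0 adjusted over the list alone), with a median of 0.29 (adjusted p 0.00084). The medians were 0.05, 0.06, 0.14 and 0.11 at the other times (adjusted p 0.235, 0.539, 0.108 and 0.932). The remodeller genes hrp3 (1.12, FDR 0.000368) and swr1 (1.02, FDR 0.000907) and the RNA-directed RNA polymerase gene rdp1 (1.05, FDR 0.00141) were among them in the authors' deposited table. Both of these lists again follow themes the study found in these samples and are not independent evidence. The 88 ribosome biogenesis genes rose at T8 (median 0.22, adjusted p 0.0014), T48 (0.26, 0.00084) and T2w (0.26, 0.0042), with 0, 15 and 2 genes called higher (0, 15 and 4 adjusted over the list alone) and 1 called lower at T48 (2 adjusted over the list alone). They gave −0.05 at T0 and 0.05 at T24 (adjusted p 0.46 and 0.801). At T48 Fisher's exact test on the share called higher passed for repair, chromatin and ribosome biogenesis genes (adjusted p 0.000562, 0.000555 and 0.00059). For ribosome biogenesis it did not pass at T8 or T2w. At T48 the authors' deposited table had rrp14 at 1.14, FDR 0.00496 and puf6 at 0.76, FDR 0.00989, but the nucleolin gene gar2 at −1.28, FDR 0.00654.

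Meiotic genes that carry heterochromatin islands or are removed by the RNA elimination machinery were tested because the study names such loci. Of 22 such genes, 18 of them in the lowest 25% of mean expression, 1, 0, 1, 4 and 4 were called higher at the successive times and 1 lower at T48 (1, 1, 2, 4 and 5 higher adjusted over the list alone, with 1 lower at T24 and T48). The list rose at T48 (median 0.47, adjusted p 0.00382) and T2w (0.57, 0.0042) but not at T0, T8 or T24 (−0.07, 0.02 and −0.07, adjusted p 0.46, 0.105 and 0.225). Fisher's exact test on the share called higher passed at T2w (adjusted p 0.00244) but not at T48 (0.131). In the authors' deposited table mcp7 was highest at T48 (2.35, FDR 1.15e-08) and stood at 0.22, FDR 0.821 at T2w, the meiotic transcription factor gene mei4 reached 1.15, FDR 0.0116 at T2w, the meiotic cohesin gene rec8 1.46, FDR 0.000169 at T2w, and mug8 1.23, FDR 8.14e-07 at T2w. The gene ssm4 was not called at any time, with 0.12, FDR 0.873 at T48 in the authors' deposited table.

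The remaining lists gave few calls. Of the 19 wtf genes, a family that includes spore killers, 17 lay in the lowest 25% of mean expression. The wtf list fell at T8 (median −0.73, adjusted p 0.0098) and T48 (−0.66, 0.00735). It held 0, 1, 2, 4 and 3 genes called lower at the successive times (0, 7, 3, 6 and 4 adjusted over the list alone, with 1 higher there at T48). Its medians were 0.15, −0.59 and −0.56 at the other times (adjusted p 0.398, 0.179 and 0.127), and the T2w median passed with matching also on GC content (adjusted p 0.0479). By share called lower the list passed Fisher's exact test at no time (adjusted p 0.701 at T8 and 0.136 at T48). Where members share sequence, reads can be split between them, so these values are uncertain. The median of the 21 TOR signalling genes rose at T0 (0.28, adjusted p 0.0028, with 0 genes called by either adjustment) and T24 (0.30, 0.0262). It stood at 0.18, 0.15 and 0.09 otherwise (adjusted p 0.105, 0.145 and 0.945), although the T24 call ended with matching on GC content (adjusted p 0.107). Of these genes 1 was called higher at T24 and at T48 and 1 lower at T48 (3 higher at T24 adjusted over the list alone, and the same counts at T48). A rise of the 30 autophagy genes passed the test at T0 only (median 0.22, adjusted p 0.00672, 0 called). Later medians were 0.03, −0.03, 0.04 and −0.05 (adjusted p 0.719, 0.957, 0.494 and 0.431). The T0 call ended without the lowest 25% of mean expression (adjusted p 0.0879). Autophagy genes called were 1 higher at T24 and 2 higher and 3 lower at T48, with the same counts adjusted over the list alone and 2 higher there at T0. The 27 genes of the G1/S transition, the 43 of mitosis and cytokinesis and the 11 histone genes passed the test at no time, with adjusted p at T48 of 0.314, 0.287 and 0.228 and medians there of 0.13, 0.00 and −0.52. Calls among them were 1 lower and 1 higher at T24 and 1 higher at T48 for G1/S genes, 1 lower at T48 and 1 higher at T2w for mitosis genes, and 0 for histones. Adjusted over the list alone, calls were 1 lower and 1 higher at T24 and 2 lower at T2w for G1/S genes, 1 higher at T2w for mitosis genes, and 1 lower at T24 for histones.

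Calls were compared between times, which used different libraries. Of the 189 genes lower at T24 and the 411 at T48, 131 were shared, against 15.5 for independent lists, and 49 of the 67 genes lower at T8 were also lower at T24, against 2.53. Shared calls between T48 and T2w numbered 54 lower genes, against 9.44 for independent lists, and 9 higher genes, against 3.34 (Fisher's exact test, adjusted p 0.00782 for the latter). The genes lower at T8, T24 and T48 alike numbered 41. Log2 fold changes at T8 and T24 were correlated across genes (Spearman 0.73), while those at T48 and T2w were nearly unrelated (0.06). The trends with GC content had opposite signs at T48 and T2w (Spearman −0.36 and 0.31), which can lower the latter correlation. Calls in opposite directions at different times were given by 10 genes, namely mfm1, mfm3, mam4, SPCC417.16, vht1, caf5, SPBPB10D8.02c, SPAC23H3.15c, SPCC584.16c and SPCC1739.06c, of which the genes outside the rule for naming were chosen after their values were seen.

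**Figure D4:**
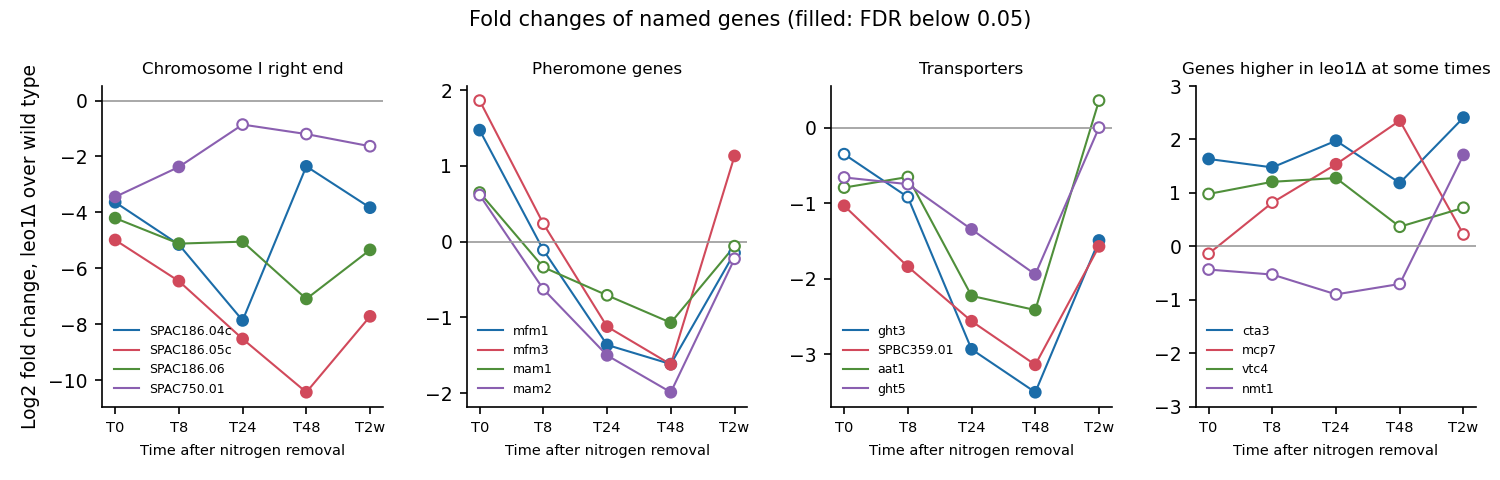
Deposited log2 fold change of leo1Δ over wild type (vertical axis) at the 5 times (horizontal axis) for 4 genes near the right end of chromosome I, 4 pheromone genes, 4 transporter genes and 4 genes higher at some times, with filled points where the FDR lay below 0.05. At T48 mam2 stands at −1.99 and mfm3 at −1.62.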

Values the study reported

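The RNA-seq comparison of the study called genes at an FDR below 0.05. Its text reports that genes lower in leo1Δ clustered within 0 to 80 kb of the telomeres of chromosomes I and II. It dates this effect from 8 h after nitrogen was removed, and it reports no effect of the mutation at the ends of chromosome III. The supplementary counts of the study, however, hold more lower genes than expected at both ends of chromosome III at T48.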

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

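The test between times used in this part was chosen after the data were seen. It compares the leo1Δ effect over the 5 times by an approximate standard error, and 73 of the 3711 genes tested differed (adjusted p below 0.05), 70 of them called at 1 or more times. The named genes among them are given with the distance between their lowest and highest log2 fold change, computed from the deposited values. The test was not corrected for the trends of fold change with GC content and mean expression. These trends changed sign between times, with a Spearman correlation for GC content of −0.36 at T48 and 0.31 at T2w. A difference between times can therefore partly follow them, which was not tested.

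Of the named pheromone genes, 6 differed over the 5 times, while others such as mfm2 (adjusted p 0.063) and spk1 (0.119) did not pass. No single pair of times was tested. The distance was 3.48 for mfm3 (adjusted p 1.4e-09), 3.09 for mfm1 (6.55e-08), 2.60 for mam2 (0.000616), 2.07 for mam4, which modifies M-factor (0.000184), and 1.72 for mam1, the M-factor exporter (0.00201). The lowest value of each of these 5 genes fell at T48 and the highest at T0. The regulator of pheromone signalling rgs1 differed by 1.40 (0.00123), with its lowest value at T48 and its highest at T2w.

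The next 7 genes encode transporters and had their lowest value at T24 or T48 and a higher one at T2w or T0. The distance was 2.78 for aat1 (adjusted p 8.79e-10), 2.48 for caf5 (4.92e-08), 2.45 for vht1 (8.59e-05), 2.31 for zrt1 (4.46e-05), 2.11 for SPBC359.01 (0.000192), 1.77 for ght4 (0.000543) and 1.71 for cat1 (0.0413). Genes of iron uptake had other courses, with 2.42 for str3 (2.02e-07), lowest at T2w and highest at T8, and 1.80 for fio1 (0.00293), lowest at T0. The transporter gene tgp1 differed by 2.70 (0.00138) and was highest at T0.

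Metabolic and stress genes gave 2.90 for pdc201 (adjusted p 0.000103), 2.79 for gld1 (0.0197), 2.74 for fmd2 (2.77e-06), 2.61 for nmt1 (0.00186), 1.92 for hsp9 (0.0194), 1.56 for psi1 (0.0142) and 1.24 for hsp16 (0.0103). Of these, pdc201, gld1, nmt1 and hsp9 were highest at T2w, and fmd2, psi1 and hsp16 at T0. Differences of 3.12 for SPCC1235.17 (5.33e-06), 2.51 for SPCC417.16 (0.00474), 2.33 for SPAC23H3.15c (8.48e-07) and 1.84 for SPCC1739.06c (0.00131) belonged to genes of other or unassigned function. The meiotic gene mcp7 differed by 2.49 (0.00021), lowest at T0 and highest at T48.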

How the results depend on the processing

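Alternatives with GC matching, with all matched genes kept, without repeated genes or without the SPAC186.04c neighbours were added after the data were seen. No paired analysis was possible because the table used here holds comparisons and no values per replicate, and for the same reason leaving out a replicate, other scalings and other tools were not run. Depth per library is unknown and sets a limit that cannot be stated.

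Counts of called genes moved most. At an FDR of 0.01 they were 8 lower at T0, 33 lower and 2 higher at T8, 95 and 20 at T24, 202 and 76 at T48, and 54 and 14 at T2w. A fold change of at least 2 left 3 higher at T8, 13 higher at T24, 258 lower and 67 higher at T48, and 31 higher at T2w. Without the lowest 25% of mean expression and with p adjusted again, 9 lower at T0, 16 lower and 2 higher at T8, 96 lower at T24, and 49 lower and 39 higher at T2w were called, from fewer genes tested. Adjustment over all 5 contrasts together gave 39 lower and 21 higher at T0, 9 higher at T8 and 152 higher at T48.

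Near the ends of chromosomes I and II, windows of 40 and 100 kb kept every call. At T0 the window of 100 kb held 6 genes called lower of 66. A window of 20 kb holds 1 gene, and the share called lower was then 0% at T0, T8, T24, T48 and T2w (adjusted p 1), as it was for chromosome III at T48. Without the lowest 25% of mean expression the share was 0% at T0 and 6.25% at T8 (adjusted p 0.132). Without the 4 SPAC186.04c neighbours it was 0% at T0.

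Gene lists called higher at T8 numbered 2 without the lowest 25% of mean expression, against 1. Without matching they numbered 2 at T24 and 4 at T2w, with 1 list called lower at T2w. Matching also on GC content gave 0 higher at T24. At T2w 3 lists then lay below the random lists, of which glycolysis and cytosolic ribosomal proteins had a median above 0. The cytosolic ribosomal protein list at T2w, with a median of 0.16, lay at the level of random lists matched on expression (adjusted p 0.987), above unmatched ones (adjusted p 0.0252) and below those also matched on GC content (adjusted p 0.0346). Among single list results, GC matching ended 2 calls (TOR signalling at T24, glycolysis at T0) and added 4 (pheromone genes at T8, and glycolysis, cytosolic ribosomal proteins and wtf genes at T2w), leaving out the lowest 25% of mean expression ended 3 (iron, copper and zinc at T24 and T48, autophagy at T0) and added 2 (pheromone and meiotic genes at T8), random lists without matching added 5 besides that change of side (hexose transporters at T0, chromatin organisation at T24, the respiratory chain at T2w, wtf genes at T24 and T2w), leaving out genes near chromosome ends ended 1 (glycolysis at T0), and keeping all matched genes added 1 (stress response at T8). Centring on the median of all genes changed no list call. The cause of the other changes was not tested.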

Other observations

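The tests chosen only after the result was seen are those on all transporters and their distance from chromosome ends, on a loss of the segment near the right end of chromosome I, and on the ends of chromosomes I and II without that segment, and the tests with matching on GC content or without repeated genes were added after the data were seen.

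Transporter genes beyond the fixed lists were also lower. Of 175 genes whose annotated product names a transporter, permease, symporter or antiporter, leaving out products that name an organelle, 4, 8, 29, 62 and 11 were called lower at T0, T8, T24, T48 and T2w, and the median log2 fold change at T48 was −0.68. This set was defined after the data were seen, and 2 wordings of it were tried. Outside the fixed transporter lists, 42 of 140 such genes (30.0%) were called lower at T48, against 7.58% of other genes (Fisher's exact test, adjusted p 2.03e-13). Neither this comparison nor those by distance was matched on GC content or mean expression. A part played by the T48 trend with GC content therefore stays open for them. It was asked whether transporter genes fell because they lie near chromosome ends. Of those called lower at T48, 3.23% lay within 80 kb of an end of chromosome I or II, and farther away the share called lower still exceeded that of other genes (exact p 1.95e-24), which argues against a position within 80 kb as the whole cause. Within 160 kb lay 24.2% of them (15 of 62), so for these a part played by position stays open. In both comparisons by distance, genes of chromosome III, also those near its ends, and genes without a position counted as farther away. A part played by the ends of chromosome III was therefore not tested. Beyond 160 kb by this count, 47 of 148 transporter genes (31.8%) were called lower at T48, against 6.54% of the other genes so counted (exact p 2.85e-19). The same comparison passed at T24 (12.8% against 2.80%, adjusted p 2.49e-07) and T0 (1.35% against 0.149%, adjusted p 0.048), but not at T8 (2.70% against 0.934%, adjusted p 0.0714) or T2w (2.70% against 1.85%, adjusted p 0.359). Of the transporter genes called lower at T0, T8 and T2w, 50%, 50% and 63.6% lay within 160 kb.

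The 11 genes encoded in the mitochondrial genome all had fold changes above 0 at T0, with a median of 0.89, but none was called there. At T8, T24, T48 and T2w, 4, 3, 5 and 5 of them lay above 0, with medians of −0.09, −0.23, −0.13 and −0.01, and 1 was called lower at T48. Enzymes of amino acid biosynthesis were picked after several were seen among the genes higher at T2w, so no test is given for them. Of 49, 5 were called higher and 2 lower at T2w, with a median of 0.55. At T24 and at T48, 4 were called lower and 1 higher, with medians of −0.11 and −0.51, and none was called at T0 or T8 (medians −0.23 and 0.04).

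The 4 neighbouring genes near the right end of chromosome I, SPAC186.04c, SPAC186.05c, SPAC186.06 and SPAC750.01, were lower in leo1Δ already in growing cells. Reads shared with copies elsewhere are argued against as the whole cause, since 3 of the 4 genes have under 10% of their windows elsewhere. A loss or rearrangement of this segment in the leo1Δ strain cannot be told apart from an effect of Leo1, because the highest fold change of the 4 genes at any time was −0.86, in SPAC750.01, a gene of low expression with repeated sequence. The study describes more of a heterochromatin mark at SPAC186.04c in leo1Δ, which a loss of that gene would not give, while a rearrangement stays open. A repression of these genes without Leo1, which the design allows, stays open and was not tested.

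Fold changes at T48 fell with GC content, so this trend could account for the gene lists that moved at this time. Set against random lists matched on both GC content and mean expression, the excess of the list median was −1.07 for hexose transporters, −0.68 for amino acid and nitrogen transporters, −0.46 for cytosolic ribosomal proteins, 0.35 for DNA repair and 0.35 for chromatin organisation (p 0.0002 for each, the smallest the random lists can give), and −0.31 for glycolysis (p 0.0066). At the resolution of this matching, the trend as the whole cause is argued against for each of these 6 lists. Matching used 5 bins of each measure, so a trend inside a bin can remain in these values. What produced it, such as RNA quality or library preparation, was not tested, since values per library were not analysed here.

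Genes within 80 kb of the ends of chromosomes I and II were lower in leo1Δ. Their median lay below that of sets matched on GC content and mean expression by −0.47 at T24 and −0.84 at T48 (p 0.0002 for each, the smallest possible). Without genes that have repeated windows the odds ratio of a lower call at T48 was 10.7 (exact p 3.5e-10), and without the SPAC186.04c neighbours it was 7.46 (exact p 4.4e-08). All these tests take neighbouring genes as independent, so their p-values can be too small. Base composition, expression level, shared reads and that segment alone are argued against as the whole cause at T48, which is in line with, but does not establish, an effect of Leo1 on these regions.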
